A study of Triticum aestivum with 24 samples. Its data were reported in "MicroRNA-guided regulation of heat stress response in wheat" (2019).

How the data were processed

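Leaf RNA of bread wheat (Triticum aestivum cv Chinese Spring) was measured by RNA-seq in 24 libraries. Per the labels and the study's methods, 144 plants grew under a 16 h day at 18 °C, with nights of 8 h at 16 °C. Heat and control had 72 plants each. Heat meant a period of 5 days at 37 °C from the boot stage, with watering against drought, followed by recovery in the regime that the control plants never left. Every plant gave a leaf on days 0, 1 and 4 after the end of the treatment (DAT, days after treatment), which gave 432 leaf samples. RNA from 18 plants was pooled per replicate, treatment and time. The study describes these pools for small RNA and degradome libraries and does not describe RNA-seq libraries. That the RNA-seq libraries came from the same pools is inferred from their labels, which carry the same groups and replicate numbers. The 6 groups of treatment and time therefore held 4 biological replicates each. Groups and replicate numbers were taken from the labels.

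The authors deposited estimated counts per transcript, made by pseudoalignment of the reads. Trimmomatic and kallisto are named in the submitters' processing notes without versions, and the transcript index is not given in the sources used here. Of the deposited estimated counts 38.8% were not whole numbers, because reads shared by similar transcripts are divided between them, and they were rounded to whole numbers before any test. In hexaploid wheat the 3 subgenomes and gene duplicates hold near-identical sequences, so values of single copies carry an uncertainty that the replicate spread does not show. The table held 137056 transcripts of 110790 genes, of which 30001 transcripts had a count of 0 in every library. Among the tested transcripts 409 had the same values in every library as at least 1 other transcript, which makes 236 more than one copy of each set.

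Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and version 1.17.8 of data.table. Transcripts were kept with filterByExpr (minimum count 10, minimum total count 15), which left 54517 transcripts of 47179 genes. Libraries were scaled with TMM factors, and all 24 libraries entered 1 model with a mean for each of the 6 groups. The 7 contrasts were heat against control at 0, 1 and 4 DAT, the difference of the heat effect between 1 and 0 DAT and between 4 and 0 DAT, and 4 against 0 DAT within each treatment. The test was edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all transcripts tested, and a transcript was called at an adjusted p under 0.05. The study's methods state an edgeR model for small RNA counts and none for these libraries. Levels are given as CPM, the count relative to the effective library total of the TMM scale, as mean ± SD with n = 4 per group, and log2 fold changes with a standard error (SE). This SE was derived as the absolute log2 fold change divided by the square root of the test's F statistic. It is approximate, and unstable where the fold change is small.

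The total count per library was between 5403461 and 16112270. Counts for 54517 transcripts were simulated with the means and library sizes of these data, with 100 transcripts changed 2-fold and 100 changed 4-fold. On them the test recovered 28% of 2-fold and 63% of 4-fold changes at 0 DAT, and 22% and 60% at 4 DAT, with 5 false calls each. For the difference of the heat effect between 4 and 0 DAT it recovered 8% and 38%, with 6 false calls. An absent call is therefore no evidence that a transcript was unaffected. The adjusted threshold is stricter when few transcripts change. In the data 13231 were called at 0 DAT and 5584 for that difference, far more than were changed in the simulation. The recovery given for these 2 comparisons therefore does not carry over to the data.

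The reference gene table, of assembly IWGSC CS RefSeq v2.1, matched 0 of the IDs, so no coordinates are given and the chromosome is the one carried in the ID. Names were taken from the annotation text of the study's table of microRNA targets, of which a shortened copy was used. It paired 614 transcripts with a text entry, 595 of them not empty. Of these pairs 378 were tested, 370 with text. The table was chosen by the study on degradome libraries of the same experiment, so it is a selected set. The planned set tests of gene lists (camera) were not run, because too few transcripts carry a description, and counts of called members are given in their place.

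Transcripts were named by a rule written before the data were examined. For each comparison of heat with control it takes, among calls with a mean of at least 5 CPM in the higher group and no overlap between the 4 heat and 4 control libraries, the 10 annotated transcripts with the highest and the 10 with the lowest log2 fold change. It adds up to 3 members with the smallest p of each list or target family with a call. For the copper-zinc superoxide dismutase, TIR1, SPL and HD-ZIP families it adds all tested members with annotation text. Lists were fixed beforehand as patterns on the annotation text. Not every transcript taken by the rule is described below. Without an annotation, at most 2 transcripts that rose and 2 that fell are printed per comparison. The number of calls that persisted is given with the overlap of independent lists. Shares of counts from the A, B and D subgenomes were compared by two-sided exact permutation tests, for which 0.0286 is the smallest p that 4 against 4 libraries allow, and called transcripts per subgenome by Fisher's exact test.

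Because leaves of the same plants were taken at all times, same-numbered libraries of a treatment were taken to share a pool of plants across times. For the contrasts that involve time, a fit with the pool of plants as a block was made, and its value is given where it changes a call or moves a count by over 1.5 times. The deviations of same-numbered libraries from their group means correlated between -0.26 and 0.15 across control times and between -0.23 and 0.12 across heat times. Heat and control libraries of 1 number came from different plants.

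Alternatives fixed beforehand were size factors by DESeq2's method in edgeR (RLE), DESeq2's Wald test, edgeR's likelihood ratio test, no filter on low counts, counts summed per gene, a stricter threshold of 0.01, an added 2-fold minimum, only the 8 libraries of a time point, both blocks, and each library left out in turn. Alternatives added after the data were examined were scaling by total counts alone, covariates for the share of counts in the 3 most abundant transcripts and in TraesCS1A01G000100.1, identical transcripts counted once, and the omission of 4 libraries with a high share of that transcript.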

Results

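The RNA-seq libraries measured transcript levels in wheat leaves directly after 5 days at 37 °C (0 DAT) and after 1 and 4 days of recovery at 18 °C, each time against plants that had stayed at 18 °C. Each of the 6 groups had 4 libraries. Total counts per library were 8494692 to 15730483 in control and 7602093 to 16112270 in heat at 0 DAT, 8539252 to 11652833 and 7775659 to 11872826 at 1 DAT, and 6862540 to 13119876 and 5403461 to 11426455 at 4 DAT. Between replicates, correlations of log2 CPM across transcripts ranged from 0.806 to 0.903.

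A few transcripts took a large share of the counts. The 3 most abundant transcripts held between 8.4% and 32.3% of a library, on average 14.2 ± 3.9% in heat and 20.3 ± 4.1% in control at 0 DAT (SD, n = 4). The mean TMM factor was 1.35 ± 0.13 in the heat libraries of 0 DAT and between 0.923 and 1.01 in the other groups. Apart from that, TraesCS1A01G000100.1 held 6.95% of the counts in heat 1 DAT replicate 3, 4.34% in control 4 DAT replicate 2, 4.57% in heat 4 DAT replicate 2 and 3.67% in heat 4 DAT replicate 4. It held 0.692% in heat 4 DAT replicate 1 and at most 0.0548% elsewhere.

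**Figure D1:**
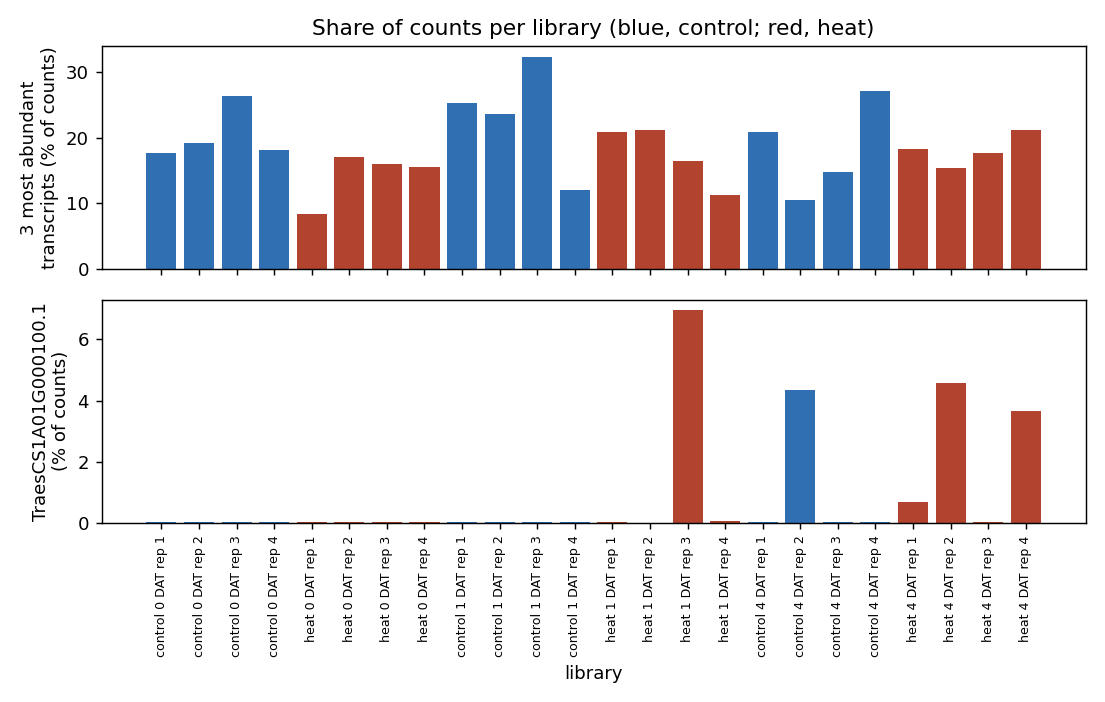
Percent of the counts of each of the 24 libraries held by the 3 most abundant transcripts (top) and by TraesCS1A01G000100.1 (bottom), with control libraries in blue and heat libraries in red. The upper shares run from 8.4% to 32.3%, and 4 libraries exceed 1% in the lower plot.

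At the end of the stress, genes for sulfate activation were among those that fell. All 3 ATP sulfurylases named from the study's targets were lower in heat. These enzymes of the first step of sulfate assimilation are a target family of miR395. Any further members have no name here and were not looked up. The copy on 5B (TraesCS5B01G387300.1) had 24.9 ± 6.07 CPM in control and 6.16 ± 1.75 CPM in heat (SD, n = 4; log2 fold change -2.01 ± 0.42 SE, edgeR adjusted p = 0.0013). The copies on 5A (TraesCS5A01G382900.1, -1.51 ± 0.39, edgeR adjusted p = 0.007) and 5D (TraesCS5D01G392300.1, -1.59 ± 0.36, edgeR adjusted p = 0.0023) fell with it. Ferritin, the iron storage protein (TraesCS4A01G180700.2), rose from 2.11 ± 0.717 to 9.03 ± 1.08 CPM (log2 fold change 2.09 ± 0.26 SE, edgeR adjusted p = 4.5e-06).

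At 0 DAT an aminotransferase on 1B (TraesCS1B01G102700.1) went from 33.6 ± 6.4 to 93.6 ± 2.61 CPM (SD, n = 4; edgeR adjusted p = 1.3e-05). A branched-chain amino acid aminotransferase on 6A (TraesCS6A01G172400.1) rose from 4.25 ± 0.68 to 12.2 ± 2.41 CPM (edgeR adjusted p = 2.2e-05). A terpene cyclase on 6B (TraesCS6B01G139500.1, log2 fold change 2.52 ± 0.55), a polyphenol oxidase on 3B (TraesCS3B01G355900.1, 2.16 ± 0.52) and a hexosyltransferase on 4B (TraesCS4B01G160500.1, 1.56 ± 0.32) were also higher. The highest rise taken by the naming rule was that of an acyltransferase on 4B (TraesCS4B01G055300.1, 4.18 ± 1.5, edgeR adjusted p = 0.047). It went from 0.435 ± 0.545 to 8.44 ± 7.89 CPM, and the call was lost under 10 of 20 alternatives. The largest falls among the annotated transcripts included a cytochrome P450 on 4A (TraesCS4A01G308600.1, -4.03 ± 0.54, edgeR adjusted p = 1.2e-05) and an aldo/keto reductase on 2A (TraesCS2A01G254200.1, -2.39 ± 0.4, edgeR adjusted p = 0.00014). A calmodulin on 2A, a calcium sensor (TraesCS2A01G166300.1), dropped from 18.7 ± 2.75 to 7.87 ± 1.17 CPM (-1.25 ± 0.18, edgeR adjusted p = 2.7e-05). Lower levels were also called for a dnaJ co-chaperone on 7D (TraesCS7D01G160400.1, -1.74 ± 0.45, edgeR adjusted p = 0.0065) and a Nod 19 protein on 7A (TraesCS7A01G264500.1, -1.26 ± 0.28, edgeR adjusted p = 0.0018). The Rubisco small chain on 5B (TraesCS5B01G162800.1) went from 5000 ± 1510 to 1850 ± 635 CPM (-1.44 ± 0.45, edgeR adjusted p = 0.023), a call that was lost without control replicate 3 (0.086), heat replicate 1 (0.084) or heat replicate 4 (0.06). A chitinase on 2B (TraesCS2B01G369000.1) rose by 1.72 ± 0.5 (edgeR adjusted p = 0.015), which was lost without control replicate 2 (0.056) or heat replicate 3 (0.056).

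Further microRNA target families were examined at 0 DAT on the TMM scale. These lists rest on the study's own targets from the same experiment, so their counts are not independent evidence. They leave out family members that have no name here. Of 11 squamosa promoter-binding-like (SPL) transcripts, transcription factors targeted by miR156, 1 fell (TraesCS3D01G425800.1, -1.3 ± 0.37, edgeR adjusted p = 0.012) and 10 did not pass. Of 4 homeobox leucine-zipper transcripts, targets of miR166, 1 rose (TraesCS5A01G375800.1, 1.61 ± 0.29, edgeR adjusted p = 0.00029). Of 9 nuclear factor Y transcripts 1 fell (TraesCS4D01G289600.1, -0.86 ± 0.16, edgeR adjusted p = 4e-04). Of 9 scarecrow-type transcripts 2 were called lower, TraesCS7D01G011400.1 at -1.1 ± 0.26 (edgeR adjusted p = 0.0032) and TraesCS4A01G482000.1 at -0.83 ± 0.29 (edgeR adjusted p = 0.042). The second of these calls ended without control replicate 1 (0.11), 3 (0.074) or 4 (0.12) or heat replicate 1 (0.08), 2 (0.071) or 4 (0.14). It also ended without a filter on low counts (0.063), with the replicate number as a block (0.068), with only the 8 libraries of 0 DAT (0.06) and without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 (0.059). Each of these families had the same counts when adjusted over the list alone. Among 6 auxin receptor (TIR1) transcripts, targets of miR393, the copy TraesCS2B01G302900.1 rose (1.06 ± 0.22, edgeR adjusted p = 0.0014) and TraesCS2A01G286200.1 fell (-0.61 ± 0.15, edgeR adjusted p = 0.0053), while adjusted over the list alone 1 rose and 2 fell. Of 3 listed copper-zinc superoxide dismutases, antioxidant enzymes targeted by miR398, 2 were tested. The 2B copy rose from 5.31 ± 0.773 to 10.8 ± 1.74 CPM (TraesCS2B01G417000.1, 1.02 ± 0.24, edgeR adjusted p = 0.0036). The 2A copy (TraesCS2A01G399000.1) had 0.49 ± 0.24 (edgeR adjusted p = 0.15). All 3 ATP sulfurylases also fell when adjusted over the list alone. Tested were 2 of 4 listed auxin response factors and 5 of 23 pentatricopeptide repeat proteins. None of these was called by edgeR's quasi-likelihood test, with 0 calls also when adjusted over the list alone.

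Over all transcripts, 13231 of 54517 were called at 0 DAT by edgeR's quasi-likelihood test (24.3%), 5979 higher and 7252 lower in heat, and 7732 of them changed at least 2-fold. Among the 370 tested transcripts with annotation text 104 were called, 54 higher and 50 lower. Of transcripts without a name here, TraesCS3A01G034500.1 reached 106 ± 50.9 CPM in heat against 0.0296 ± 0.0592 CPM in control, and TraesCS2A01G156800.2 fell from 14.8 ± 1.92 CPM to a count of 0 in every heat library (SD, n = 4). Scaling by total counts alone, chosen after the data were examined, moved the median of all transcripts by 0.51 on the log2 scale and called 12383 higher and 2527 lower (83.1% higher against 45.2%), so the directions given are relative to the TMM scale. Under that scaling the calls of the dnaJ co-chaperone, the Nod 19 protein, the SPL, nuclear factor Y and scarecrow-type transcripts and TraesCS2A01G286200.1 ended without a change of sign (log2 fold changes -1.18, -0.76, -0.79, -0.35, -0.57 for TraesCS7D01G011400.1, -0.33 for TraesCS4A01G482000.1, and -0.1). In the same families it added calls of higher levels for the 2A superoxide dismutase (0.98, edgeR adjusted p = 0.03), a homeobox leucine-zipper transcript on 1B (TraesCS1B01G173900.1, 0.96, edgeR adjusted p = 0.0056) and the SPL transcripts TraesCS6B01G138400.1 (0.72, edgeR adjusted p = 0.049) and TraesCS6D01G098500.1 (0.59, edgeR adjusted p = 0.03).

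**Figure D2:**
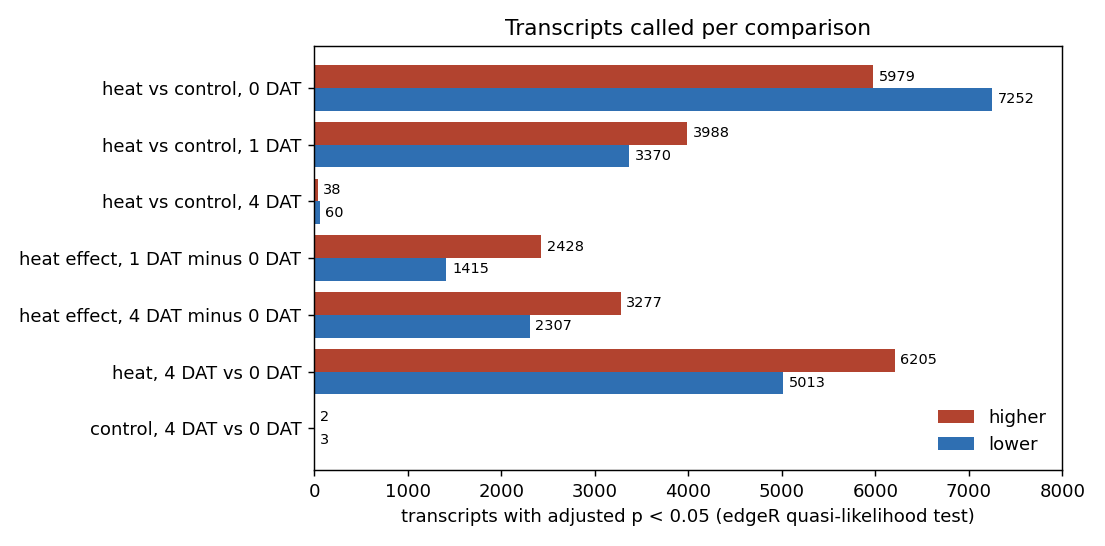
Number of transcripts with an adjusted p under 0.05 by edgeR's quasi-likelihood test in each of the 7 comparisons, higher in red and lower in blue. Heat against control fell from 5979 higher and 7252 lower at 0 DAT to 38 and 60 at 4 DAT on the TMM scale, and total-count scaling moves the split as described in the text.

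One day into the recovery, a methionine tRNA ligase on 4A (TraesCS4A01G051900.2) had 8.55 ± 2.47 CPM in control and 34.7 ± 4.71 CPM in heat (SD, n = 4; log2 fold change 2.02 ± 0.22 SE, edgeR adjusted p = 4e-06), against 0.29 ± 0.21 at 0 DAT. An ATP-dependent RNA helicase on 3B (TraesCS3B01G568500.1) was higher at 0 DAT (1.34 ± 0.16, edgeR adjusted p = 3.3e-06) and at 1 DAT (1.82 ± 0.16, edgeR adjusted p = 5.4e-07). The 60S ribosomal protein L36 on 1B (TraesCS1B01G294200.1) went from 13.3 ± 2.2 to 26 ± 5.69 CPM (0.97 ± 0.18, edgeR adjusted p = 8e-04). The 1 DAT calls also held a cytochrome P450 on 1B (TraesCS1B01G347700.1, 1.8 ± 0.29), another without a chromosome (TraesCSU01G247100.1, 2.02 ± 0.29), a lipase on 2D (TraesCS2D01G362500.1, 1.36 ± 0.2) and fructokinase-2 on 3B (TraesCS3B01G397500.1, 3.48 ± 0.45 at up to 5.39 ± 2.55 CPM).

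The ligase of a peptidoglycan precursor on 1D (TraesCS1D01G211600.1) rose by 1.93 ± 0.3 at 0 DAT and by 3.39 ± 0.33 at 1 DAT (edgeR adjusted p = 6e-05 and 1.1e-06). Cytochrome b6-f subunit 4 (TraesCSU01G269500.1), a photosynthetic electron transport protein, was higher at 1 DAT (2.03 ± 0.48, edgeR adjusted p = 0.0069), with 81.9 CPM in heat replicate 3, the library in which TraesCS1A01G000100.1 held 6.95%, and 1.26 (edgeR adjusted p = 0.046) without that library. Calmodulin remained lower, with 22.5 ± 3.79 CPM in control and 6.31 ± 1.22 CPM in heat (-1.84 ± 0.19, edgeR adjusted p = 1.5e-06). A copper-transporting ATPase on 6A, a miR528 target in the study's table, fell (TraesCS6A01G158900.1, -0.94 ± 0.25, edgeR adjusted p = 0.015). So did a PLANT CADMIUM RESISTANCE 2 protein on 1B (TraesCS1B01G418800.1, -1.44 ± 0.44, edgeR adjusted p = 0.033) and a glutaredoxin on 5B (TraesCS5B01G048900.1, -1.38 ± 0.43, edgeR adjusted p = 0.038). These 3 calls were lost under 2, 9 and 10 of 20 alternatives. A peroxidase on 6B (TraesCS6B01G063800.1) was lower at 0 DAT (-2.31 ± 0.53, edgeR adjusted p = 0.0028) and 1 DAT (-2.37 ± 0.5, edgeR adjusted p = 0.0032), as was an acyl-protein thioesterase on 3B (TraesCS3B01G193000.1, -1.1 ± 0.18 and -0.95 ± 0.19, edgeR adjusted p = 0.00012 and 0.0017), whose 0 DAT call ended under total-count scaling (-0.59, edgeR adjusted p = 0.078). Among the target families 1 SPL transcript fell (TraesCS6A01G155300.1, -0.9 ± 0.28, edgeR adjusted p = 0.036), the scarecrow-type transcript TraesCS7D01G011400.1 fell (-0.86 ± 0.26, edgeR adjusted p = 0.033), and the ATP sulfurylases on 5A, 5B and 5D had 0.32 ± 0.38, 0.3 ± 0.4 and 0.13 ± 0.35. That SPL call was lost without control replicate 1 (0.078), 3 (0.08) or 4 (0.095) or heat replicate 2 (0.093), 3 (0.057) or 4 (0.12), and the scarecrow-type call without control replicate 3 (0.096) or 4 (0.074) or heat replicate 1 (0.11), 2 (0.06) or 4 (0.07). Both ended under total-count scaling (-0.88 and -0.78, edgeR adjusted p = 0.091 and 0.19), without a filter on low counts (0.079 and 0.076) and with only the 8 libraries of 1 DAT (0.078 and 0.07). The SPL call also ended without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 (0.077).

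In all, 7358 transcripts were called at 1 DAT by edgeR's quasi-likelihood test, 3988 higher and 3370 lower, among them 46 with annotation text (27 higher, 19 lower). Scaling by total counts gave 4342 calls with 72.3% higher against 54.2%, and only the 8 libraries of 1 DAT gave 3514.

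The heat effect itself differed between 0 and 1 DAT for 3843 transcripts (2428 shifted up, 1415 down), and for 2410 with the pool of plants as a block. DESeq2 called 6079. For the ATP sulfurylase on 5B the difference was 2.31 ± 0.58 (edgeR adjusted p = 0.018, blocked 0.048). The same difference was 1.83 ± 0.55 on 5A and 1.72 ± 0.5 on 5D (edgeR adjusted p = 0.046 and 0.039), calls that were lost under 18 and 16 of the 28 alternatives, the blocked fit included (edgeR adjusted p = 0.11 and 0.1). The cytochrome P450 on 4A shifted up by 2.83 ± 0.7 (edgeR adjusted p = 0.016) and the aldo/keto reductase by 2.41 ± 0.54 (edgeR adjusted p = 0.0086). A shift down was called for the homeobox leucine-zipper transcript on 5A (-1.86 ± 0.41, edgeR adjusted p = 0.0074). For the methionine tRNA ligase the heat effect was larger at 1 DAT than at 0 DAT (1.73 ± 0.31, edgeR adjusted p = 0.0015). The cytochrome P450 without a chromosome had 1.54 ± 0.39 (edgeR adjusted p = 0.02), and its call ended without heat 1 DAT replicate 1 (1.23, edgeR adjusted p = 0.056) and under total-count scaling (1.08, edgeR adjusted p = 0.23). With total-count scaling the share shifted up was 30.4% of 2428 calls, against 63.2%, with a median moved by -0.44.

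At 4 DAT few transcripts were called. Calmodulin on 2A was the only annotated transcript called (8.27 ± 1.95 CPM in heat and 18.6 ± 2.63 CPM in control; SD, n = 4; -1.15 ± 0.18, edgeR adjusted p = 0.013), and its call ended without heat replicate 1 (0.061) or 2 (0.056), with only the 8 libraries of 4 DAT (-1.16, edgeR adjusted p = 0.13) and without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 (-1.05, edgeR adjusted p = 0.24). None of the named SPL, homeobox leucine-zipper, TIR1, ATP sulfurylase and superoxide dismutase transcripts was called. The ATP sulfurylases had 0.54 ± 0.39, 0.48 ± 0.41 and 0.43 ± 0.35 on 5A, 5B and 5D. Heat replicate 4 stood apart from the others on 5A and 5B, at 65.2 and 68.2 CPM, and had 45.2 CPM on 5D. The other heat libraries had 9.36 to 18.8, 9.56 to 17.5 and 7.07 to 15 CPM. Control had 18.7 ± 4.3, 19.6 ± 5.75 and 15 ± 3.28 CPM, so the positive values rest on that 1 library. Unnamed examples were TraesCS1B01G352400.1 (13.4 ± 3.59 CPM in heat, 0.965 ± 0.88 CPM in control) and TraesCS5D01G488800.2 (0.183 ± 0.367 and 12 ± 8.41 CPM).

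Over all transcripts, edgeR's quasi-likelihood test called 98 at 4 DAT, 38 higher and 60 lower, and 5204 had an unadjusted p under 0.05. Without control replicates 1, 2, 3 and 4 in turn it called 37, 50, 62 and 59, and without heat replicates 1, 2, 3 and 4 it called 15, 12, 40 and 41. With only the 8 libraries of 4 DAT it called 1, and without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 it called 3. The count was 41 with the share of TraesCS1A01G000100.1 as a covariate, 216 with that of the 3 most abundant transcripts, 44 with the replicate number as a block, 45 without a filter and 205 per gene. DESeq2 called 650 and edgeR's likelihood ratio test 482. Total-count scaling gave 60, of which 15% were higher against 38.8%.

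**Figure D3:**
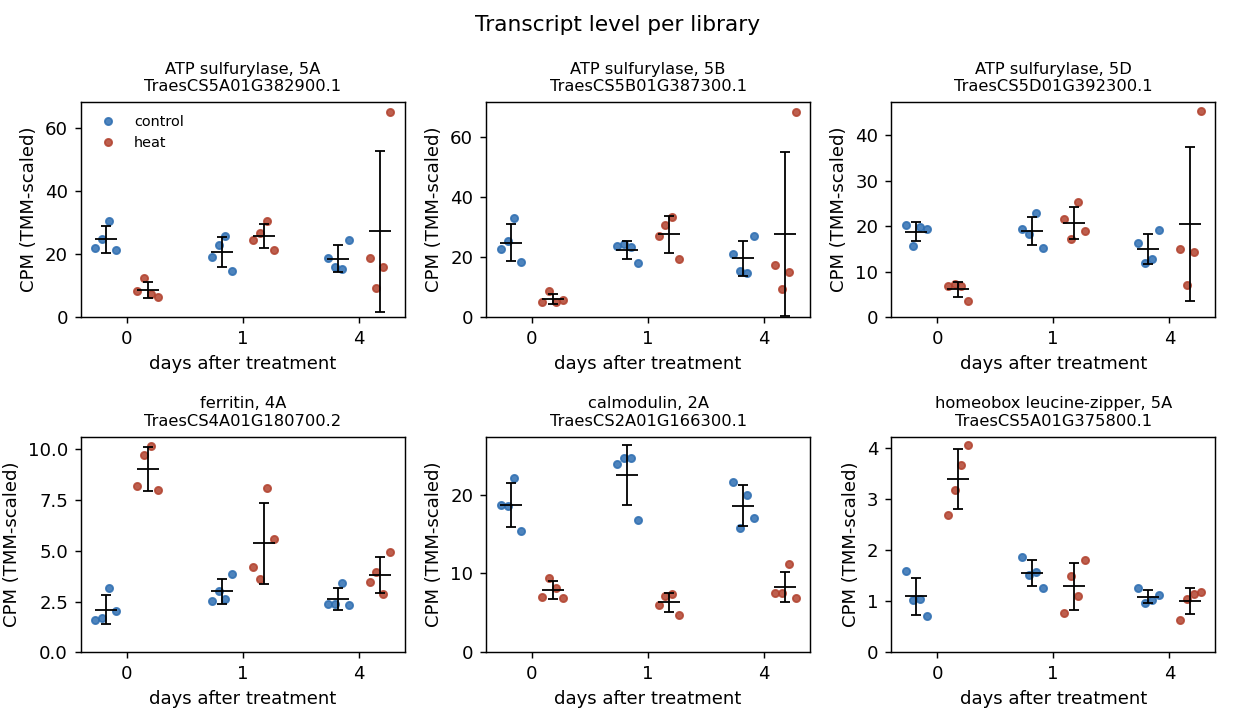
CPM on the TMM scale of 6 transcripts in each library at 0, 1 and 4 days after treatment, with points for the 4 libraries of control (blue) and heat (red) and bars for mean ± SD. The ATP sulfurylase copies fall at 0 DAT and are near control at 1 DAT, ferritin and the homeobox leucine-zipper transcript are raised at 0 DAT, and calmodulin is lower at all times, with the same direction of these changes under total-count scaling.

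Of the 13231 calls of 0 DAT, 3612 (27.3%) were called at 1 DAT in the same direction, 1864 higher and 1748 lower, and 272 in the opposite one. Independent lists would share 437 higher and 448 lower transcripts. At 4 DAT 76 (0.574%) were called in the same direction, 31 higher and 45 lower, against 4.17 and 7.98 for independent lists. Only 19 of the 4 DAT calls were not called at 0 DAT, while 3474 of the 1 DAT calls were not, and calmodulin was among 68 transcripts called the same way at all times. Leaving out a library of 4 DAT lowered the 76 to 31, 38, 49 and 39 for control replicates 1 to 4 and to 10, 11, 19 and 33 for heat replicates 1 to 4. Without control 0 DAT replicate 3 or 4 it was 38 or 47. It was 151 per gene and 356 with DESeq2. The median change of the 0 DAT calls, taken in their own direction, was 1.13 at 0 DAT, 0.43 at 1 DAT and 0.0929 at 4 DAT on the log2 scale.

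The heat effect differed between 0 and 4 DAT for 5584 transcripts (3277 shifted up, 2307 down), and for 3764 in the fit with the pool of plants as a block. Without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 the count was 2974. A shift down was called for ferritin (-1.57 ± 0.37, edgeR adjusted p = 0.0081), the RNA helicase (-1.28 ± 0.23, edgeR adjusted p = 0.0011), the hexosyltransferase on 4B (-1.8 ± 0.46, edgeR adjusted p = 0.016) and the homeobox leucine-zipper transcript (-1.74 ± 0.42, edgeR adjusted p = 0.01). The cytochrome P450 on 4A (3.66 ± 0.7, edgeR adjusted p = 0.0021) and the nuclear factor Y transcript (1.19 ± 0.22, edgeR adjusted p = 0.0017) shifted up. The ATP sulfurylases had 2.04 ± 0.55, 2.49 ± 0.58 and 2.02 ± 0.5 on 5A, 5B and 5D (edgeR adjusted p = 0.021, 0.0088 and 0.012), and the block ended these calls (edgeR adjusted p = 0.096, 0.051 and 0.063). The 5A call also ended without heat 0 DAT replicate 4 (1.91, edgeR adjusted p = 0.051) and with the share of the 3 most abundant transcripts as a covariate (1.61, edgeR adjusted p = 0.051). Without heat 4 DAT replicate 4 the values were 1.18, 1.55 and 1.31 (edgeR adjusted p = 0.037, 0.01 and 0.019). The block also ended the call of the aldo/keto reductase (2.05 ± 0.54, edgeR adjusted p = 0.018, blocked 0.056). Without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1 the aldo/keto reductase had 1.69 (edgeR adjusted p = 0.14) and the cytochrome P450 on 4A 2.24 (edgeR adjusted p = 0.059). For calmodulin the difference was 0.1 ± 0.25 (edgeR adjusted p = 0.87). Total-count scaling gave 14.5% shifted up against 58.7%, with a median moved by -0.6, and ended the calls of the nuclear factor Y transcript (0.58, edgeR adjusted p = 0.32) and the 5A ATP sulfurylase (1.34, edgeR adjusted p = 0.053).

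Within heat, the ATP sulfurylases rose from 0 to 4 DAT (1.64 ± 0.4, 2.15 ± 0.43 and 1.7 ± 0.36 on 5A, 5B and 5D, edgeR adjusted p = 0.0053, 0.0011 and 0.0019). The size of these rises rests in part on heat 4 DAT replicate 4, at 65.2, 68.2 and 45.2 CPM. The others of that group had 9.36 to 18.8, 9.56 to 17.5 and 7.07 to 15 CPM. Ferritin (-1.26 ± 0.25, edgeR adjusted p = 0.0012) and the 2B superoxide dismutase (-1.26 ± 0.25, edgeR adjusted p = 0.001) fell within heat. In total 11218 transcripts differed between heat 4 and 0 DAT, 6205 higher and 5013 lower at 4 DAT, and 6742 differed without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1. With total-count scaling 12.9% of the calls were higher against 55.3%, with a median moved by -0.53.

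Within control, none of the named transcripts was called between 0 and 4 DAT. Calmodulin, for example, had 18.7 ± 2.75 and 18.6 ± 2.63 CPM, and ferritin 2.11 ± 0.717 and 2.62 ± 0.527 CPM (SD, n = 4). Over all transcripts 5 were called by edgeR's quasi-likelihood test, 2 higher and 3 lower, with 3783 at an unadjusted p under 0.05. TraesCS5B01G232700.1 (2.21 ± 0.36, edgeR adjusted p = 0.045) and TraesCS6B01G444100.1 (-1.47 ± 0.21, edgeR adjusted p = 0.025), chosen after their values were seen, have no name here. With the pool of plants as a block edgeR called 0 transcripts, with 2997 at an unadjusted p under 0.05, while DESeq2 called 281 and edgeR's likelihood ratio test 139. The count was 8 with the replicate number as a block, 22 with the share of the 3 most abundant transcripts as a covariate and 28 per gene. It was 1 without a filter and 1 without the 4 libraries with over 1% of counts in TraesCS1A01G000100.1. Without single libraries edgeR called 0, 0, 1 and 2 for control 0 DAT replicates 1 to 4 and 0, 0, 1 and 0 for control 4 DAT replicates 1 to 4.

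The shares of counts held by the 3 subgenomes of hexaploid wheat were compared at each time. At 0 DAT the A subgenome held 28.19 ± 1.22% of the counts in heat and 26.23 ± 1.35% in control, B 36.49 ± 0.875% and 37.7 ± 0.952%, and D 35.32 ± 0.346% and 36.08 ± 0.409% (SD, n = 4; exact permutation p = 0.0286 each, the smallest possible, and 0.0858 adjusted over 9 tests). These differences of 1.96, -1.2 and -0.76 percentage points missed the threshold after adjustment. Without the 100 most abundant transcripts they were 0.128, -0.0126 and -0.116. At 1 DAT the differences were 3.3, -2.12 and -1.18 points for A, B and D (exact permutation p = 0.143, 0.171 and 0.171, adjusted 0.257 each). They were 1.73, -1.28 and -0.446 without heat replicate 3. At 4 DAT they were 0.936, -0.328 and -0.608 points, with a lowest exact permutation p of 0.486. Without control replicate 2 they were 2.71, -1.43 and -1.29 points. The A share was 33.3% in heat 1 DAT replicate 3 and 33.1% in control 4 DAT replicate 2, both with over 1% of counts in TraesCS1A01G000100.1. In the other libraries over 1%, heat 4 DAT replicates 2 and 4, it was 31.5% and 28.8%. With 4 libraries per group, these p-values do not show that the shares stayed the same. For the spread of called transcripts over the subgenomes, the lowest adjusted p was 0.94 by Fisher's exact test over 18 tests.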

Values the study reported

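The study reported small RNA and degradome libraries from RNA pools of the same treatments, times and replicates. It annotated 202 mature miRNAs in 37 families, of which 36 miRNAs in 18 families responded to heat. Lower levels directly after the stress were reported for 18 of these. From the degradome, 84 miRNAs were assigned targets among 589 transcripts of 206 loci. Of 6 transport inhibitor response proteins found as miR393 targets, the study stated that 1 was differentially expressed in the inverse direction. The test and time behind that statement are not given there.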

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

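Chosen only after the result was seen were the test of heat treatment for the TraesCS1A01G000100.1 pattern, the splits used for the difference of the heat effect, both tests of the median change at 4 DAT, and the covariates and omissions of libraries named here.

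In 4 libraries TraesCS1A01G000100.1 held over 1% of all counts, at 6.95% in heat 1 DAT replicate 3 (0.0126% to 0.0548% in the others of that group) and 4.34% in control 4 DAT replicate 2 (0.0203% to 0.0326%), and it was high together with others in a set of 40 transcripts. The whole set held 22% of the counts in heat 1 DAT replicate 3 and 13.7% in control 4 DAT replicate 2. In heat 4 DAT replicates 1, 2 and 4 the set held 2.21%, 14.3% and 11.8%, and at most 0.376% in any further library. Heat treatment and a source apart from it cannot be told apart, because too few libraries decide: at 4 DAT a control library had the higher share in 4 of the 16 pairs with a heat library, but control replicate 2 alone gave 3 of them, and above 0.5% were 3 of 4 heat libraries and 1 of 4 control libraries at 4 DAT, 1 of 4 heat libraries at 1 DAT and 0 of 4 at 0 DAT. The set was chosen by a mean of at least 50 CPM in those 4 libraries, at least 10 times that in the libraries below 0.5%. Across the 5 libraries above 0.5% the median SD of the log2 ratio to TraesCS1A01G000100.1 was 0.192 (quartiles 0.143 and 0.408). Nearly fixed proportions are what 1 RNA source entering these libraries in different amounts would give. They cannot decide on it, since the set was chosen for being high together in 4 of these 5 libraries. What such a source would be stays open, as the 40 transcripts have no name here. Cytochrome b6-f subunit 4 (TraesCSU01G269500.1), outside the set, stood high within its groups in the same libraries. It had 81.9 CPM in heat 1 DAT replicate 3 (18.4 to 24.9 in the others) and 30 CPM in control 4 DAT replicate 2 (8.96 to 10.5). In heat 4 DAT replicates 1, 2 and 4 it had 21.3, 42.2 and 47.4 CPM, against 13.1 CPM in replicate 3. At 4 DAT 0 members were called by edgeR's quasi-likelihood test, and TraesCS1A01G000100.1 itself had a log2 fold change of 1.39 (edgeR adjusted p = 0.89).

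Heat and control differed in 13231 transcripts at 0 DAT and 98 at 4 DAT. Lower depth as the cause is argued against by 12624 calls at 0 DAT after those libraries were thinned to the 4 DAT totals. With the share of TraesCS1A01G000100.1 as a covariate 41 were called at 4 DAT, fewer and not more. That cannot decide on variation carried by its set. At 4 DAT 3 of 4 heat and 1 of 4 control libraries were above 0.5%, so the covariate also takes up part of the heat contrast. The spread between replicates (biological coefficient of variation) was 0.357, 0.461 and 0.453 at 0, 1 and 4 DAT. A heat effect as large as at 0 DAT but hidden by spread is argued against by the median change of the 0 DAT calls at 4 DAT, 8.2% of that at 0 DAT, although the choice of these transcripts by their 0 DAT value inflates the 0 DAT median. The same 8.2% is consistent with the hypothesis that expression may have returned near control by 4 DAT. It does not show a complete return. On simulated data for 4 DAT 22% of 2-fold and 60% of 4-fold changes were recovered, which leaves room for many transcripts that still differed. At 4 DAT 5204 of 54517 transcripts had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, above the share of 0.05 that chance alone gives. Of the 0 DAT calls, 60% of the higher and 62% of the lower ones kept their sign at 4 DAT.

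In 24 of 224 genes with at least 2 called transcripts at 0 DAT, a pair of transcripts was called in opposite directions (26 pairs, against 238 pairs in the same direction). Counts moved between transcripts of a gene by the abundance estimation could give such pairs, and would make their deviations within groups correlate negatively. The median correlation was -0.171 (quartiles -0.338 and 0.0357) in the opposite pairs and 0.233 in the others, so the estimation and a real change of transcript use cannot be told apart for these 24 genes, because the value lies between those that either would give. Both signs were kept at 1 DAT in 7 of the 26 pairs.

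Of 498 groups of 4 libraries, 44 held 1 library apart from the other 3 (a gap above Dixon's critical value), where chance gives about 1 in 20. In control 0 DAT replicate 3 the TMM factor was 0.792 (0.994 to 1.02 in the others), subgenome A held 24.2% of the counts (26.7% to 27.1%) and B 39.1% (37.2% to 37.3%). The same library had 105 CPM of the aldo/keto reductase TraesCS2A01G254200.1 (57.5 to 65.5) and 7260 CPM of the Rubisco small chain TraesCS5B01G162800.1 (4160 to 4310). It also stood apart for the receptor kinase TraesCS2B01G007400.3 at 3.39 CPM (4.38 to 4.54) and the SPL transcripts TraesCS2B01G250900.1 at 3.55 CPM (0.796 to 1.21) and TraesCS2D01G232800.1 at 2.58 CPM (0.828 to 1.12). Control 0 DAT replicate 1 had 48.5 CPM of the oxygenase TraesCS2A01G395000.1 (17 to 17.5) and 15.9 CPM of the cytochrome P450 TraesCSU01G247100.1 (11.5 to 12.1), and replicate 4 had 0.237 CPM of the F-box transcript TraesCS5B01G167200.1 (0.716 to 0.807).

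Heat 0 DAT replicate 1 had 30% of its counts from subgenome A (27.4% to 27.8% in the others), 35.2% from B (36.8% to 37.1%) and 34.8% from D (35.4% to 35.5%). It held 7.47 CPM of the TIR1 transcript TraesCS1A01G091300.1 (2.48 to 3.27) and 0.898 CPM of the kinase TraesCS4A01G487000.1 (0.275 to 0.381). The ATP sulfurylase TraesCS5B01G387300.1 was at 8.76 CPM in heat 0 DAT replicate 2 (5.05 to 5.64), and TraesCS5D01G392300.1 at 3.66 CPM in replicate 4 (6.88 to 7.3). Replicate 3 of that group had 1.93 CPM of the F-box transcript TraesCS6B01G099000.1 (2.67 to 2.73).

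Control 1 DAT replicate 4 had 0.044% of its counts in TraesCS1A01G000100.1 (0.0193% to 0.023% in the others). It had 16.8 CPM of calmodulin TraesCS2A01G166300.1 (23.9 to 24.7), 18.1 CPM of the ATP sulfurylase TraesCS5B01G387300.1 (23.4 to 24.3) and 19.8 CPM of the acyltransferase TraesCS4B01G055300.1 (0 to 2.62). Control 1 DAT replicate 3 had 7.18 CPM of the branched-chain aminotransferase TraesCS6A01G172400.1 (4.8 to 5.19) and 149 CPM of the Nod 19 protein TraesCS7A01G264500.1 (285 to 296). In heat 1 DAT, cytochrome b6-f subunit 4 TraesCSU01G269500.1 was at 81.9 CPM in replicate 3 (18.4 to 24.9). Replicate 4 of heat 1 DAT had 9.18 CPM of fructokinase-2 TraesCS3B01G397500.1 (3.89 to 4.6) and 5.92 CPM of the ROOT HAIR DEFECTIVE 3 homolog TraesCS6D01G207800.1 (3.09 to 3.31).

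At 4 DAT, control replicate 3 had 3.07 CPM of the TIR1 transcript TraesCS1B01G119100.1 (4.51 to 4.67) and 3.41 CPM of ferritin TraesCS4A01G180700.2 (2.34 to 2.38). Control replicate 4 had 18.9 CPM of the RNA helicase TraesCS3B01G568500.1 (13.7 to 14.3) and 1.52 CPM of the SPL transcript TraesCS3D01G425800.1 (2.05 to 2.15). Control replicate 1 had 5.88 CPM of the acyltransferase TraesCS4B01G055300.1 (0.107 to 0.91), and control replicate 2 had 30 CPM of TraesCSU01G269500.1 (8.96 to 10.5). Heat replicate 4 had 65.2 CPM of the ATP sulfurylase TraesCS5A01G382900.1 (9.36 to 18.8), 68.2 CPM of TraesCS5B01G387300.1 (9.56 to 17.5) and 6770 CPM of the Rubisco small chain TraesCS5B01G162800.1 (3220 to 3710). Heat replicate 3 had 11.2 CPM of calmodulin (6.94 to 7.49) and 30.8 CPM of the chitinase TraesCS2B01G369000.1 (4.01 to 8.53). Heat replicate 1 had 15.2 CPM of ribosomal protein L36 TraesCS1B01G294200.1 (13.7 to 13.9), 1.9 CPM of TraesCS2B01G007400.3 (3.12 to 3.37) and 1.48 CPM of TraesCS2D01G232800.1 (0.416 to 0.595).

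Among the 76 named transcripts the heat effect differed between 1 and 0 DAT for 14 by the test of the difference. The log2 difference was 1.45 for the peptidoglycan ligase TraesCS1D01G211600.1, 2.41 for the aldo/keto reductase, -1.15 for the TIR1 transcript TraesCS2B01G302900.1, 1.73 for the methionine tRNA ligase TraesCS4A01G051900.2, -1.28 for ferritin and 2.83 for the cytochrome P450 TraesCS4A01G308600.1. It was -1.86 for the homeobox leucine-zipper transcript TraesCS5A01G375800.1, 1.83, 2.31 and 1.72 for the ATP sulfurylases on 5A, 5B and 5D, and -4.23 for TraesCS6D01G207800.1. For the Nod 19 protein it was 1.49, for the dnaJ co-chaperone TraesCS7D01G160400.1 2.13 and for TraesCSU01G247100.1 1.54. The calls of the aldo/keto reductase, the methionine tRNA ligase, TraesCS4A01G308600.1, TraesCS5A01G375800.1 and the 5B ATP sulfurylase held under all 28 alternatives, and each of the others was lost under at least 1.

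Between 4 and 0 DAT the effect differed for 21. The log2 difference was -0.88 for the aminotransferase TraesCS1B01G102700.1, -1.08 for the 50S ribosomal protein L5 TraesCS1D01G128800.1, -1.46 for TraesCS1D01G211600.1, 2.05 for the aldo/keto reductase and 2.64 for TraesCS2A01G395000.1. It was -1.06 for TraesCS2B01G302900.1, -1.18 for the superoxide dismutase TraesCS2B01G417000.1, 0.74 for the glutaredoxin TraesCS3A01G158800.1, -1.28 for the RNA helicase and -1.57 for ferritin. It was 3.66 for TraesCS4A01G308600.1, -1.8 for the hexosyltransferase TraesCS4B01G160500.1, 1.19 for the nuclear factor Y transcript TraesCS4D01G289600.1 and -1.74 for TraesCS5A01G375800.1. For the ATP sulfurylases on 5A, 5B and 5D it was 2.04, 2.49 and 2.02, for TraesCS5B01G167200.1 -2.11, for TraesCS6A01G172400.1 -1.03, for TraesCS6B01G099000.1 1.03 and for the Nod 19 protein 1.58. The calls of TraesCS1D01G128800.1, the RNA helicase, ferritin, TraesCS4B01G160500.1 and TraesCS5A01G375800.1 held under all 28 alternatives, and each of the others was lost under at least 1.

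For heat against control at each time, only 1 of 35 splits, the real one, gave as many calls. These were 13231, 7358 and 98 at 0, 1 and 4 DAT, with 1, 7 and 15 in the highest other. That argues against chance but cannot exclude it, since 1 of 35 is the smallest share possible and was not adjusted over the 3 times. The splits also ignore the structure by replicate number hinted at below. The 98 calls of 4 DAT are the weakest case, with 12 to 62 when 1 library was left out. For the difference of the heat effect, 60 splits that part every pool of plants by time were compared. Between 1 and 0 DAT 2 of them, the real one included, gave at least 3843 calls, with 4085 in the highest other. Between 4 and 0 DAT 2 gave at least 5584, with 5700 in the highest other. Both shares are under 0.05. The 7 and 5 other splits that left the heat libraries parted by time and exchanged pools of control plants gave 2220 to 4085 and 3958 to 5700 calls, and all further ones at most 0 and 1. That points to the times of the heat libraries as the structure behind both counts, and exchanging the times of control libraries gave counts as large as the real ones. These splits therefore cannot decide whether chance accounts for the differences of the heat effect against control. For heat 4 against 0 DAT and control 4 against 0 DAT, 8 splits part all 4 pools of plants, too few for a share under 0.05. The real one gave 11218 and 5 calls, and the highest other 0 and 1. The 27 splits that part fewer pools gave at most 2 and 1.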

How the results depend on the processing

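Chosen after the result was seen were total-count scaling, both covariates, identical transcripts counted once, the omission of 4 libraries with over 1% of counts in TraesCS1A01G000100.1, the leave-one-out of persistence, and Fisher's test under each setting. With this depth and 4 replicates the test recovered 22% of 2-fold changes at 4 DAT on simulated data. Set tests of gene lists (camera) were not run. A stricter threshold or an added 2-fold minimum can only lower a count. For all other settings, those with fewer libraries included, the cause of a change was not tested. RLE normalization and identical transcripts counted once kept the counts of the 7 comparisons and of target transcripts within 1.5 times of the main ones, and were not run for persistence. Of 380 values of named transcripts, the sign and side of the threshold were the same for 375 with RLE, 357 with DESeq2, 366 with the likelihood ratio test, 348 without a filter, 359 per gene and 274 with total-count scaling.

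A threshold of 0.01 called 8046, 3368 and 3 transcripts at 0, 1 and 4 DAT, 1501 and 2313 for the difference at 1 and 4 DAT, 6081 for heat 4 against 0 DAT and 0 for control by edgeR's quasi-likelihood test, against 5 at 0.05 and 3783 at an unadjusted p under 0.05. Persistence fell to 1605 and 3. A 2-fold minimum left 7732 at 0 DAT, 3839 at 1 DAT and 6277 for heat 4 against 0 DAT. DESeq2 called 650 at 4 DAT, 6079 for the difference at 1 DAT and 281 within control, with 356 persistent and 2 target transcripts at 4 DAT. The likelihood ratio test called 482 at 4 DAT and 139 within control. Without a filter 45 and 1 were called, and per gene 205 and 28, with 151 persistent at 4 DAT.

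Total-count scaling called 4342 at 1 DAT, 60 at 4 DAT and 2428 for the difference at 1 DAT. It called 0 within control by edgeR's quasi-likelihood test (2574 at an unadjusted p under 0.05, with 281 by DESeq2 and 139 by the likelihood ratio test) and 30 target transcripts at 1 DAT. Only the 8 libraries of a time gave 3514 at 1 DAT and 1 at 4 DAT, with 23 and 0 target transcripts. The covariate for TraesCS1A01G000100.1 gave 41 at 4 DAT, and that for the 3 most abundant transcripts 216 and 22 within control. Without the 4 libraries the counts were 3 at 4 DAT, 2974 for the difference at 4 DAT, 6742 for heat 4 against 0 DAT, 1 within control and 0 target transcripts at 4 DAT. The SPL transcript TraesCS2B01G250900.1 at 0 DAT turned from -0.16 (edgeR adjusted p = 0.92) to 1.38 (edgeR adjusted p = 0.046) with the covariate for the 3 most abundant transcripts, and its adjusted p was between 0.046 and 0.98 over its alternatives. Without the 100 most abundant transcripts the subgenome differences were 0.128, -0.0126 and -0.116 points for A, B and D at 0 DAT. They were 0.094, 0.118 and -0.212 points at 1 DAT and 0.0554, 0.279 and -0.334 points at 4 DAT. B thereby changed sign at 1 and 4 DAT. The lowest adjusted p of the exact permutation test in this setting was 0.193.

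With the replicate number as a block, 44 transcripts were called at 4 DAT (42 of them among the 98) and 8 within control. Same-numbered heat and control libraries came from different plants. Still, many heat libraries correlated best with the control library of their own number in their deviations from group means. These were 3 of 4 at 0 DAT (-0.0078 to 0.065), 3 of 4 at 1 DAT (0.043 to 0.24) and 4 of 4 at 4 DAT (0.069 to 0.21). Across the times of a treatment it was 0 to 2 of 4. A structure shared by replicate number is a hint from the data and not from the design, and the main model leaves it out. With the pool of plants as a block, the difference at 1 DAT had 2410 calls (2358 shared) and control 0, with 2997 at an unadjusted p under 0.05. Beyond the calls given in the report, this block ended those of TraesCS6D01G207800.1 (-3.56, edgeR adjusted p = 0.17) at 1 DAT, and of TraesCS5B01G167200.1 (-2.24, 0.061), TraesCS6A01G172400.1 (-1.02, 0.067) and TraesCS6B01G099000.1 (1.02, 0.092) at 4 DAT. It ended that of TraesCS3B01G397500.1 within heat (-1.26, 0.074), added TraesCS1B01G325200.1 at 4 DAT (-1.74, 0.037), and changed no other call of a named transcript.

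With each library left out in turn, the counts ranged from 10646 to 11737 at 0 DAT, 5385 to 7177 at 1 DAT and 12 to 62 at 4 DAT. The difference ranged from 2616 to 4222 at 1 DAT and 4070 to 5866 at 4 DAT, heat 4 against 0 DAT from 8609 to 9797 and control from 0 to 2. Target transcripts ranged from 79 to 89, 32 to 40 and 0 to 1 at 0, 1 and 4 DAT, the 0 without heat replicate 1 or 2. Persistence ranged from 2702 to 3567 at 1 DAT and 10 to 86 at 4 DAT. Subgenome differences ranged for A from 1.29 to 2.26, 1.73 to 4.55 and -0.31 to 2.71 at 0, 1 and 4 DAT, for B from -1.41 to -0.727, -3.03 to -1.28 and -1.43 to 0.459, and for D from -0.881 to -0.567, -1.53 to -0.446 and -1.29 to -0.149. The lowest adjusted p by Fisher's exact test was between 0.22 and 1.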

Other observations

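Chosen after the data were seen were the omission of the 4 libraries with over 1% of counts in TraesCS1A01G000100.1, scaling by total counts and both covariates. Further groups from the lists fixed before the data were examined are given on the TMM scale, and their members come from the study's target table, so their counts are not independent evidence. Of 30 transcripts with kinase in their description, fructokinase-2 among them, 4 were higher and 8 lower at 0 DAT, and 2 higher and 1 lower at 1 DAT, the same when adjusted over the list alone. A receptor kinase-related transcript on 2B (TraesCS2B01G007400.3) fell from 4.2 ± 0.545 to 1.41 ± 0.509 CPM at 0 DAT (SD, n = 4; log2 fold change -1.58 ± 0.26 SE, edgeR adjusted p = 0.00011). Of 8 NBS-LRR proteins, a class of disease resistance proteins, 2 were higher at both 0 and 1 DAT, also when adjusted over the list alone, with TraesCS3B01G554500.1 at 2.12 ± 0.37 and 1.48 ± 0.38 (edgeR adjusted p = 0.00022 and 0.011) and 1.22 at 1 DAT (edgeR adjusted p = 0.057) without those 4 libraries. The other, TraesCS5B01G059000.1, had 0.78 ± 0.17 and 0.8 ± 0.17 (edgeR adjusted p = 0.0019 and 0.0035), and its 1 DAT call ended under total-count scaling (0.85, edgeR adjusted p = 0.084). Of 14 F-box proteins 2 rose and 1 fell at 0 DAT, and 3 and 1 when adjusted over the list alone, with TraesCS5B01G167200.1 at 1.71 ± 0.45 and TraesCS6B01G099000.1 at -0.92 ± 0.23 (edgeR adjusted p = 0.0072 and 0.0048), the latter -0.38 (0.15) under total-count scaling. Of 9 mitochondrial transcription termination factors 1 rose at 0 DAT (TraesCS1B01G325200.1, 1.54 ± 0.38, edgeR adjusted p = 0.0043) and 1 at 1 DAT, the same when adjusted over the list alone.

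Of 5 cytosolic and 3 plastid ribosomal proteins 1 each was called higher at 0 and at 1 DAT, the same when adjusted over the list alone, and over the list alone 1 plastid member was lower at 4 DAT. The 0 DAT call of L36 (TraesCS1B01G294200.1, 0.53 ± 0.17, edgeR adjusted p = 0.03) ended without control replicate 1 (0.056), 2 (0.089) or 3 (0.052) or heat replicate 2 (0.12) or 3 (0.087), and without a filter on low counts (0.073). That of the plastid L5 (TraesCS1D01G128800.1, 0.49 ± 0.18, edgeR adjusted p = 0.05) ended without control replicate 1 (0.11), 2 (0.11) or 3 (0.13) or heat replicate 2 (0.16), 3 (0.12) or 4 (0.052), without a filter (0.12), with the replicate number as a block (0.063), with the covariate for TraesCS1A01G000100.1 (0.05) or for the 3 most abundant transcripts (0.09), and with identical transcripts counted once (0.05). Its 1 DAT call (0.57 ± 0.18, edgeR adjusted p = 0.041) ended without control replicate 1 (0.073), 3 (0.072) or 4 (0.1) or heat replicate 2 (0.078) or 4 (0.16), without a filter (0.083), with that block (0.053), under total-count scaling (0.17), with the covariate for the 3 most abundant transcripts (0.055) and with only the 8 libraries of 1 DAT (0.11). Of 3 pathogenesis-related proteins 1 was called higher, the chitinase of the report, and 1 lower at 0 DAT, the glucanase TraesCS5B01G513000.1 (-3.03 ± 0.86, edgeR adjusted p = 0.013), the same when adjusted over the list alone. Of 3 microRNA pathway proteins none was called at any time by edgeR's quasi-likelihood test, while 2 were higher at 1 and 4 DAT when adjusted over the list alone. The photosystem II protein PsbP (TraesCS5A01G109600.1), alone in its list, was higher at 1 DAT (0.76 ± 0.19, edgeR adjusted p = 0.009) and 0.58 ± 0.18 at 0 DAT (edgeR adjusted p = 0.023), where the call ended without control replicate 2 (0.077) or 3 (0.05) or heat replicate 2 (0.073) or 3 (0.07), or without a filter (0.05). The 1 DAT call ended with only the 8 libraries of 1 DAT (0.78, edgeR adjusted p = 0.054). Also alone in their lists and called at 0 DAT were the Rubisco subunit and the dnaJ co-chaperone of the report, both lower, and the member of the root list. That member was placed there by the wording of its description alone, which says nothing on where it is expressed. The only tested one of 3 glutathione S-transferases (TraesCS3D01G133100.1, -1.08 ± 0.35, edgeR adjusted p = 0.028) lost its call without control replicate 1 (0.074), 2 (0.057) or 3 (0.078) or heat replicate 1 (0.069), 2 (0.059) or 4 (0.1), under total-count scaling (-0.56, 0.24) and with the covariate for the 3 most abundant transcripts (-1.03, 0.056). The member of the root list, the ROOT HAIR DEFECTIVE 3 homolog TraesCS6D01G207800.1, was higher (3.22 ± 0.92, edgeR adjusted p = 0.014), with 2.59 (0.055) without heat replicate 1 and 2.13 (0.083) with that covariate. The abscisic acid member and both tested ones of the 4 auxin response members were not called, and the superoxide dismutase list had 1 higher member at 1 DAT when adjusted over the list alone. At 4 DAT no list had a call over all transcripts. No member was tested of the lists for NAC and MYB factors, starch and sucrose, ethylene response, anther and pollen, and meristem and spike. Heat shock proteins and the further lists matched no text of the shortened table and were not analysed here.

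Genes next to each other in the order of their IDs were called higher together more often at 0 DAT than shuffled calls were. In total, 912 adjacent pairs had both genes called higher, against a mean of 738.6 and a highest value of 815 in 1000 shuffles of the calls within chromosomes (5855 of 46475 genes called higher, longest run 8). No link between neighbours is argued against by that value. Joint regulation of neighbours is a hypothesis, and duplicated genes next to each other that share reads are a candidate explanation that was not tested apart.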
